A study of Mus musculus with 30 samples. Its data were reported in "Multi-organ single-cell analysis reveals an on/off switch system with potential for personalized treatment of immunological diseases" (2023).

How the data were processed

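The series holds 30 Seq-Well single-cell RNA libraries from 8 organs of 8 male DBA1/J mice, 4 with collagen-induced arthritis (CIA) and 4 healthy. The labels give each library its organ, its mouse and its disease state. A mouse was the unit of replication throughout, and the libraries of a mouse and organ were added up. By the study's methods the blood libraries hold mononuclear cells from a density gradient, and red cells of blood and organs were lysed, so the blood libraries do not stand for whole blood. The titles end in CIA for 13 libraries and in 2CIA for 17. The labels do not say what this suffix stands for, so it was treated as a library batch.

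The authors aligned reads to the mouse genome GRCm38 with STAR, counted unique molecular identifiers (UMIs) with the Drop-seq tools, kept cells above minima of reads, transcripts and genes, and smoothed the pilot libraries with a nearest-neighbour (knn) method. The deposited values are called UMIs, but they behave as a signal: each column is a whole-number sum over a barcode and its neighbours, and it is not scaled to a common total. This was tested on the values. The 8282 columns held 4590 distinct profiles, so that many barcodes of a library shared all their values, and column totals ran from 4373 to 36435 with a median of 7615. Smoothing stayed within a library. Summed values over a library are therefore called units here, not counts, and no counting interval or detection limit was derived from them.

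The table had 23013 gene rows named by Entrez gene number, of which 2309 were 0 in every column. A symbol was found for 21404 rows in a GRCm38 gene table, and coordinates are those of that table. Rows above 0 without a symbol held 3.39% of all units. They stayed in totals and tests under their number. There were 0 mitochondrial rows. In 19 libraries most of the rarest genes were missing and in 11 they were kept, which shows in the share of genes whose largest value was 1, at 5.25% to 21.3% and 37.1% to 58.1%. A value of 0 is thus reported only as listed at 0. The filter differed between the states in muscle, lung and joint. In blood it differed within states: H3, H6 and the H4 library of the suffix CIA kept rare genes. So did S2, but S6, S7, H7 and the other library of H4 did not.

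The tests written down before the data were examined assumed raw counts. Because the values were a smoothed signal, limma 3.58.1 in R 4.3.3 was used in place of a count model. Units were summed per mouse and scaled to a per-million total (UPM) with a trimmed mean of log ratios (30% of log ratios and 5% of mean levels trimmed at each end, no weights), computed with numpy 2.4.6. Genes with a mean of at least 25 UPM were kept, and log2(value + 10) was fitted with moderated variances and a mean-variance trend. Two-sided p-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 counted as a call. A log2 difference on this scale understates the change of low genes. Blood (4 healthy and 3 CIA mice) and lymph node (4 healthy and 3 CIA mice) were each fitted alone, and the interaction of organ and state was fitted over both. Within B-like and T-like barcodes, mice with at least 10 such barcodes entered. Blood had no CIA mouse with that many, so these blood tests were not made. Joint, lung, muscle, skin, spleen and thymus had 1 mouse per state and are given as values without a test.

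The fit was tested on simulated mice with 200 genes set to change, drawn with the means and the spread of the real ones. With no gene changed, 0 genes were called in either organ. Each gene was drawn on its own, so the simulated mice lack shifts shared by many genes. Other splits of the real mice into groups of the same sizes gave up to 783 blood genes. The simulated 0 therefore does not give the error rate on the real values. At the measured spread, blood recovered 0% of 185 genes changed by 2 on the log2 scale, 33.2% of 193 changed by 3 and 71.2% of 198 changed by 4. Lymph node recovered 65.6%, 89.3% and 97.5% of 195, 196 and 200 genes. The distance and permutation steps were checked on small cases with known answers.

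Genes were named by a rule fixed before the data were examined. It took up to 5 genes per direction with the smallest p among the calls of a test, the 2 smallest when there was no call, and the genes of a list that the study singled out as upstream regulators, of which Il1b, Tnf, Tgfb1, Apoe, Ltf and Dsc3 are reported. In an organ with 1 mouse per state it took the 3 genes per direction with the largest ratio, with 0.5 units added to each side, among genes with at least 50 units. Listed genes under the filter were tested with an exact permutation test.

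Cell classes were assigned from marker genes fixed beforehand for 22 classes, of which 137 genes were in the table. Distinct profiles were clustered on these genes with scanpy 1.11.5 and igraph 0.11.9 (30 components, 15 neighbours, Leiden resolution 1, seed 1), which gave 38 clusters. A cluster took the name of the class with the highest mean log2 fold of its markers over the median cluster, capped at 3. At least 3 markers had to be 2-fold up at 100 UPM or more, with a lead of 0.1 over the next class, and no other class could hold more of the 10 leading genes. This named 23 clusters in 8 classes and left 25.3% of barcodes unnamed. A first clustering of all barcodes on 2000 variable genes had given 205 clusters, 185 of them with over 90% of their barcodes from a single library. Other gene sets, and naming rules based on uncapped folds or z-scores, were tried before the final one was settled, and the choice was made after tables of clusters and of classes by library had been seen. The earlier rules are carried as alternatives. Doublets were not called, because a smoothed profile is already a sum over several barcodes.

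The share of a class among the barcodes of a mouse was compared with a two-sided exact permutation test, adjusted by the Benjamini-Hochberg method over the classes that reached 5% of a mouse. Shares of single mice carry exact Clopper-Pearson 95% intervals (scipy 1.17.1). These cover counting error only, and barcodes that share a profile make them too narrow. Profile distances are Bray-Curtis distances, from 0 for equal profiles to 1 for no shared units, after thinning the sums compared to one total. That total differed between comparisons, so not all distances rest on the same number of units. The mean distance between states less the mean within states was tested with a one-sided exact permutation test.

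Same-numbered mice of the healthy and CIA groups are different animals, so a block by mouse number pairs nothing in blood. Blood and lymph node of a mouse are a true pair. Their deviations from the group means correlated across genes at -0.007 for H3, -0.207 for H4, 0.058 for H6, 0.175 for H7, -0.285 for S2 and -0.047 for S7. The interaction was therefore also fitted with the mouse as a block.

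Alternatives were another scaling, no filter, other pseudocounts, no trend, the title suffix as a covariate or a single suffix alone, libraries as samples, equal barcode numbers, fewer genes, other clusterings and naming rules, other distances, and each mouse left out in turn. Every other split of the mice into groups of the same sizes was also fitted. Raw reads, the stated read minima and the organs that the authors excluded were not analysed here. Tables were handled with Python 3.11.15, pandas 2.3.3 and anndata 0.12.19, and plots drawn with matplotlib 3.10.9.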

Results

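Gene expression was measured by Seq-Well, a single-cell RNA method in which barcoded beads and cells share small wells, in organs of male DBA1/J mice. Mice of the CIA group had been immunized with 100 µg of bovine collagen II in adjuvant and boosted on day 20, which causes an arthritis scored over the limbs. The healthy mice H3, H4, H6 and H7 had a score of 0. The CIA mice S1 and S2 had a score of 8, S6 a score of 3 to 4 and S7 a score of 3. Blood came from 4 healthy and 3 CIA mice and lymph node from 4 healthy and 3 CIA mice. Joint, lung, muscle, skin, spleen and thymus came from 1 mouse per state, H3 and S1 for joint and H6 and S1 for the other organs, so their values have no replicates. The 30 libraries held 27 to 934 barcodes and 217494 to 7886790 summed units of the deposited smoothed signal. Gene values are summed units scaled to a per-million total, written UPM.

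The title suffix, CIA or 2CIA, was the only sign of a library batch. All 3 CIA blood libraries carried 2CIA, against 2 of 5 healthy blood libraries. In lymph node both states had both suffixes. In lung, muscle, skin, spleen and thymus the healthy library carried CIA and the library of the CIA mouse 2CIA, so batch and state cannot be told apart there. In joint the healthy library and 1 of 2 libraries of the CIA mouse carried 2CIA. In muscle, lung and joint the rarest genes had been removed from the libraries of only 1 state or from part of them.

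The first comparison asked which genes differed in blood between CIA and healthy mice. Of 4802 genes tested with limma, 3 were called at a Benjamini-Hochberg adjusted p under 0.05, and all 3 were higher in CIA. At an unadjusted p under 0.05 there were 488 genes, against 240.1 by chance. The median log2 difference of all tested genes was -0.63 under the trimmed-mean scaling, -0.37 under median-of-ratios scaling and -0.10 when only the total was scaled, and each of the 3 genes lay above these shifts. Ifitm3 (Entrez 66141, chromosome 7, 141009590 to 141010744, GRCm38) stood at 42.7 ± 19.4 UPM in healthy (SD, n = 4) and 962 ± 1073 in CIA mice (SD, n = 3). Its log2 difference was 3.67 (SE 0.71), with an adjusted p of 0.0258 from limma. Ifitm3 belongs to a family of similar genes, and reads shared among them were not separated here. Ifi27l2a (Entrez 76933, chromosome 12, 103433873 to 103443680) stood at 180 ± 138 UPM in healthy (SD, n = 4) and 1844 ± 1751 in CIA mice (SD, n = 3). The log2 difference of Ifi27l2a was 3.23 (SE 0.65; limma adjusted p 0.0258). This gene overlaps Ifi27 (chromosome 12, 103434189 to 103440245), so its value is uncertain to the extent that reads were shared. Retnlg (Entrez 245195, chromosome 16, 48872608 to 48874498) was listed at 0 in H3, at 68.7 in H4, 49.9 in H6 and 112 in H7, and at 2733 in S2, 121 in S6 and 1363 UPM in S7. The log2 difference of Retnlg was 4.01 (SE 0.82; limma adjusted p 0.0258). Retnlg is 1 of the 10 neutrophil markers. These summed to 63654.5 UPM in S2, 5235 in S6 and 73401 in S7, against 1363 to 5336 in healthy blood libraries. Ifitm3 was among the leading genes of the cluster named monocyte-like. Cell composition was not separated from expression for either gene. Each of the 3 genes was higher in 3 of 3 CIA mice than in any healthy mouse.

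The number of blood genes moved with the settings. The largest move with the mice unpaired was to 23 genes, 20 higher and 3 lower, when every library was its own sample. With a pseudocount of 1, or with limma without a mean-variance trend, 0 genes were called, with 424 and 530 at an unadjusted p under 0.05. Leaving out H6 or S2 gave 0 calls, with 271 and 1165 genes at an unadjusted p under 0.05. The number was 8 without H4, 10 without H7, 11 without S6 and 2 without H3 or without S7. Among libraries with the suffix 2CIA alone (2 healthy and 3 CIA mice), limma called 6 genes, and 2 of the 3 were among them. The log2 difference there was 4.43 for Ifi27l2a (adjusted p 0.00146), 5.12 for Retnlg (adjusted p 0.0211) and 3.20 for Ifitm3 (adjusted p 0.135) by limma with Benjamini-Hochberg adjustment. No CIA blood library carried the suffix CIA. Parting H4, H6 and H7, which had libraries of the suffix CIA, from the other mice gave 10 calls by limma, more than parting CIA from healthy mice.

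In lymph node, 1 of 5064 genes was called by limma, and 209 had an unadjusted p under 0.05, against 253.2 by chance. Ifi27l2a was higher in CIA, at 201 ± 104 UPM in healthy (SD, n = 4) and 1172 ± 272 in CIA mice (SD, n = 3). Its log2 difference was 2.58 (SE 0.34; limma adjusted p 0.00347), and it was higher in 3 of 3 CIA mice than in any healthy mouse. The number of calls was 9 without the filter on low values, 2 higher and 7 lower, and 7 without H3. It was 0 by limma without S7, where the adjusted p of Ifi27l2a was 0.0597, and 0 without a mean-variance trend, with 162 and 222 genes at an unadjusted p under 0.05. Within the suffix 2CIA, 3 genes were called, and Ifi27l2a differed by 2.84 (limma adjusted p 0.00345). The other 2 were S100a9 and S100a8, named here after their values were seen. S100a8 stood at 28.0 UPM in H3 and was listed at 0 in H4 there, and stood at 1459.8 in S1, 301 in S2 and 729.7 in S7. Among libraries with the suffix CIA it stood at 949 in H4, 77.1 in H6 and 2140.1 in H7, and at 69.5 in S7, so the difference did not hold there. Over all lymph node libraries neither gene was called (limma adjusted p 0.969 for both).

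Within lymph node B-like barcodes (3 healthy and 3 CIA mice), limma called 1 of 5266 genes. Ifi27l2a stood at 73.5 ± 39.7 UPM in healthy (SD, n = 3) and 1297 ± 347 in CIA mice (SD, n = 3), a log2 difference of 4.06 (SE 0.54; limma adjusted p 2.93e-05). Without H3 the count was 0, with 638 genes at an unadjusted p under 0.05, and the adjusted p of Ifi27l2a was 0.116 by limma. Within T-like barcodes (4 healthy and 3 CIA mice), 1 of 5027 genes was called. Ifi27l2a stood at 174 ± 30.6 UPM in healthy (SD, n = 4) and 1182 ± 289 in CIA mice (SD, n = 3), a log2 difference of 2.68 (SE 0.29; limma adjusted p 3.99e-05). Without H3 there were 4 calls in T-like barcodes, and among libraries with the suffix 2CIA there were 2. In both classes the count was 0 without a mean-variance trend, with 305 and 253 genes at an unadjusted p under 0.05.

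Whether the CIA difference itself differed between lymph node and blood was tested by the interaction of organ and state. limma called 0 of 4858 genes, and 409 had an unadjusted p under 0.05, against 242.9 by chance. The 2 genes with the smallest p failed the adjustment, each with a limma adjusted p of 0.328. Cfdp1 (Entrez 23837, chromosome 8, 111766682 to 111854337) was listed at 0 in the blood of all 3 CIA mice and at 52.6 to 119 UPM in that of the 4 healthy mice. In lymph node it ranged from 45.0 to 76.9 UPM in healthy and 74.8 to 140.3 in CIA mice. Mgst1 (Entrez 56615, chromosome 6, 138140527 to 138156755) was at 0 to 44.5 UPM in healthy and 157 to 605 in CIA blood, and at 0 to 39.8 in healthy lymph node and listed at 0 in all 3 CIA lymph nodes. With the mouse as a block, 1 gene was called, Retnlg (limma adjusted p 0.0220), which was listed at 0 in all 3 CIA lymph nodes, so no ratio is given. Of the CIA mice only S2 and S7 had both organs, so the blocked call rests on them against the 4 healthy mice. Retnlg is a neutrophil marker, and these markers were high in the blood of both, at 63654.5 and 73401 UPM. Without the block the adjusted p of Retnlg was 0.437 by limma. Within the suffix 2CIA limma called 0 genes, with 207 at an unadjusted p under 0.05.

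The study singled out a list of genes as upstream regulators, and those reported here are Il1b, Tnf, Tgfb1, Apoe, Ltf and Dsc3. Since that choice drew on the study's own mice, adjustment over the list alone is not independent evidence. In blood and lymph node, 1 pair of gene and organ had a limma p under 0.05 adjusted over the list alone. Over all genes tested limma called 0 of them, with 2 at an unadjusted p under 0.05. Tgfb1 (Entrez 21803, chromosome 7, 25687002 to 25705077) in blood ranged from 87.4 to 199 UPM in the 4 healthy mice, and was at 22.4 in S2, listed at 0 in S6 and at 56.9 in S7. Its log2 difference was -2.44 (SE 0.86; limma p 0.00724, Benjamini-Hochberg adjusted 0.0362 over the list alone and 0.376 over all genes). Among libraries with the suffix 2CIA, the difference of Tgfb1 in blood was -0.14 (SE 1.76; limma p 0.938), so it did not hold within that batch. The call of Tgfb1 over the list alone was also lost under both other scalings and without H3, H4, H6, H7, S2 or S6 in turn. In lymph node Tgfb1 differed by -1.10 (SE 0.42; limma p 0.0182, adjusted 0.0729 over the list alone), and by -1.14 within the suffix 2CIA. Without S2 it passed, at -1.60.

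Il1b in blood differed by 0.58 (SE 0.68; limma p 0.394), from 131 to 346 UPM in healthy and 67.7 to 1017 in CIA mice. Without S6 its difference was 1.76 (limma p 0.00911) and passed when adjusted over the list alone, and without S2 it was -0.22. Ltf in blood was above 0 in 1 of 4 healthy and 1 of 3 CIA mice, at 18.3 in H4 and 1028 UPM in S2. Tnf in blood was above 0 in 3 of 4 healthy and 1 of 3 CIA mice, with a log2 difference of -1.30 (SE 1.04; limma p 0.216). Apoe differed by -0.30 (SE 1.01; limma p 0.766) in blood and by 0.22 (SE 0.66; limma p 0.746) in lymph node, and both signs changed within the suffix 2CIA, to 1.35 and -0.38. In lymph node Il1b was listed above 0 in 1 of 4 healthy and 0 of 3 CIA mice (two-sided exact permutation p 1). Tnf in lymph node was above 0 in 4 of 4 healthy and 2 of 3 CIA mice (two-sided exact permutation p 0.714). Ltf was listed at 0 in all lymph node libraries, and Dsc3 at 0 in all mice of both organs.

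The shares of cell classes were compared to ask whether the make-up of the organs differed. In blood, 0 of 5 classes passed in a two-sided exact permutation test, where 35 splits of the mice allow no p under 0.0286. The smallest p was 0.143 and its Benjamini-Hochberg value over the 5 classes 0.214. B-like barcodes made up 0% in H3, 29.4% in H4, 22.2% in H6 and 37.0% in H7, and 1.61% in S6 and 0% in S2 and S7 (two-sided exact permutation p 0.143). T-like barcodes made up 4.20% to 44.4% in healthy and 0% in all 3 CIA mice. Neutrophil-like barcodes made up 0% to 1.11% in healthy and 49.1% in S2, 20.6% in S7 and 0% in S6. Monocyte-like barcodes were at 0% in 4 of 4 healthy mice and at 40.5% in S2, 22.6% in S6 and 0% in S7. Erythroid-like barcodes made up 0% in H3, 58.0% in H4, 4.90% in H6 and 31.0% in H7, and 2.31% in S2, 0% in S6 and 7.22% in S7 (two-sided exact permutation p 0.343). Within the suffix 2CIA, where no p under 0.1 is possible, the 5 differences kept their direction, and the smallest exact permutation p was 0.4. Unnamed clusters held 55.6% of the blood barcodes in H3, 7.30% in H4, 55.9% in H6 and 27.6% in H7, and 8.09% in S2, 75.8% in S6 and 72.2% in S7. The shares of 0% in S6 and S7 thus rest on few named barcodes, since 47 of 62 and 70 of 97 were unnamed. The B cell markers summed to 956 UPM in H3, 1744 and 1933 in the 2 libraries of H4, 2924 in H6 and 3853 in H7, and to 482 in S2, 2128 in S6 and 2409 in S7, so the low B-like shares of S6 and S7 do not reflect low B cell markers. Over all blood of a state, the sums were 817 and 214 for T cells in healthy and CIA, 3712 and 57379.8 for neutrophils, 141 and 2037 for monocytes, and 280092 and 266977 for erythroid cells. By library, neutrophil markers stood at 63654.5 in S2, 5235 in S6 and 73401 in S7, against 1363 to 5336 in healthy mice, so S6 lay within the healthy range. Erythroid markers stood at 378685 in S2, 70451 in S6 and 58511 in S7, against 35804 to 561398 in healthy mice. Naming each barcode from its own markers moved the difference in B-like blood barcodes most, from -21.6 to 3.68 percentage points.

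In lymph node, 0 of 3 classes passed after adjustment. B-like barcodes rose from 9.25% ± 6.70 in healthy (SD, n = 4) to 34.5% ± 4.99 in CIA mice (SD, n = 3), with an exact permutation p of 0.0286, the smallest the design allows, and 0.0857 after adjustment. All 3 CIA mice lay above all 4 healthy mice. The B cell markers rose less, from 1236 to 1529 UPM over all lymph node of a state, and overlapped by library, at 743 to 1944 in healthy and 979 to 2161 in CIA. T-like barcodes made up 80.6% ± 9.89 in healthy (SD, n = 4) and 62.8% ± 4.54 in CIA mice (SD, n = 3; exact permutation p 0.0571, adjusted 0.0857). The highest CIA mouse, at 68.1%, lay below the lowest healthy mouse, at 69.7%, and the T cell markers summed to 2679 UPM in healthy and 2125 in CIA. Erythroid-like barcodes made up 0% to 14.1% in healthy and 0% in CIA mice (exact permutation p 0.714). Within the suffix 2CIA, the difference was 18.5 percentage points for B-like and -15.6 for T-like barcodes, where 10 splits allow no exact permutation p under 0.1. When barcodes of unnamed clusters were left out, both passed, at 25.4 and -21.0 points with an adjusted exact permutation p of 0.0429. At a clustering resolution of 0.5 the difference in B-like barcodes reversed to -12.6 points, and clusters named by fold without a cap gave 1.72 points for T-like barcodes.

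**Figure D1:**
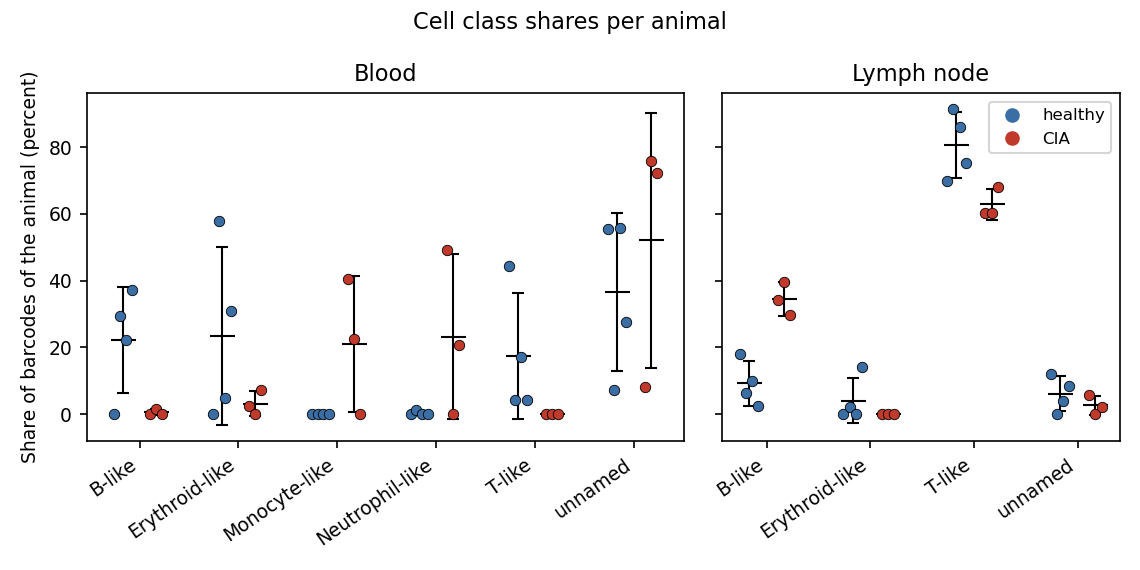
Share of each class among the barcodes of a mouse, in percent, in blood (left) and lymph node (right); each point is a mouse, bars show mean and SD, blue is healthy and red is CIA. In lymph node the B-like shares of the 3 CIA mice, 29.8% to 39.7%, lie above those of the 4 healthy mice, 2.41% to 18.2%.

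In the organs with 1 mouse per state, class shares were compared as values with exact Clopper-Pearson 95% intervals for counting error only. Fibroblast-like barcodes made up 43.5% (36.4 to 50.8) of the healthy joint and 23.5% (20.4 to 26.9) of the CIA joint, but the fibroblast markers went the other way, from 15047 to 22511 UPM. Neutrophil-like were 30 of 193 barcodes of the healthy joint. In the CIA joint they were 246 of 606 in the library with the suffix 2CIA and 11 of 70 in that with the suffix CIA, so 1 library carried the difference. The neutrophil markers summed to 62657 UPM in the healthy joint and to 134274 and 87190.0 in the 2 CIA libraries. In skin, keratinocyte-like barcodes made up 78.5% of the healthy and 65.3% (57.1 to 72.9) of the CIA library, a difference of -13.1 points that was -0.354 under the first clustering and naming rule. The keratinocyte markers fell from 4869.8 to 2626 UPM. In thymus, thymocyte-like barcodes made up 83.6% of the healthy and 62.9% (58.2 to 67.4) of the CIA library. At a clustering resolution of 0.5 that difference of -20.8 points became 0.905. The thymocyte markers fell from 2079 to 1318 UPM. In spleen, B-like barcodes made up 62.3% of the healthy and 0 of 532 barcodes of the CIA library, and under the first clustering and naming rule the difference of -62.3 points reversed to 26.5. The B cell markers summed to 4410.2 UPM in the healthy and 3445 in the CIA spleen. The CIA spleen made up 65.9% of the 179 barcodes of an unnamed cluster, and all 46 of another, whose best class was B, so the 0 depends on the naming rule. The CIA spleen had 29.5% erythroid-like and 22.2% neutrophil-like barcodes, and the healthy spleen 0% of both. In muscle, fibroblast-like barcodes made up 0.713% of the healthy and 37.0% (24.3 to 51.3) of the CIA library, whose 54 barcodes held 16 distinct profiles, and the fibroblast markers rose from 507 to 12638 UPM. The healthy muscle library had 25.2% neutrophil-like barcodes and 69.3 UPM of skeletal muscle markers, against 4635 in the CIA muscle library. All lung barcodes were in unnamed clusters.

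Distances between whole profiles addressed the study's question of which organs change most. In blood the mean Bray-Curtis distance was 0.436 between mice of different states and 0.417 ± 0.0957 (SD over pairs) between mice of the same state. The difference of 0.0188 did not pass a one-sided exact permutation test (p 0.314), and it was 0.0180 within the suffix 2CIA, where no p under 0.1 is possible. Without haemoglobin and ribosomal protein genes the difference in blood was 0.0588, with an exact permutation p of 0.0286, the smallest the 35 splits allow. Without H7 it was -0.0154. In lymph node the distance was 0.213 between and 0.223 ± 0.0473 within states (SD over pairs), a difference of -0.00970 (one-sided exact permutation p 0.714). It was 0.00756 within the suffix 2CIA, and above 0 also without H3 (0.00708), H4 (0.00554) or H6 (0.000826).

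Between the summed CIA and healthy profiles of each organ, thinned to 423083 units, the distance was 0.462 in muscle, 0.382 in spleen, 0.311 in lung, 0.289 in joint, 0.235 in blood, 0.225 in skin, 0.191 in thymus and 0.143 in lymph node. Pairs of mice of the same state were 0.296 to 0.555 apart in blood and 0.152 to 0.287 in lymph node (18 pairs; mean 0.322), and pairs of different states 0.281 to 0.586 and 0.175 to 0.314 (24 pairs; mean 0.327). The distances of blood and lymph node are between sums over 4 and 3 mice, which average out differences between mice, so they cannot be set against these pairs of single mice. Blood pairs with H3 were also thinned further, to 217494 units, and the other blood pairs with S6 to 409744. The 6 organs with 1 mouse per state have no pairs of the same state. Pairs of libraries of the same mouse and organ were 0.257 apart on average (4 pairs), and the 2 libraries of the CIA joint 0.392, more than the CIA from the healthy joint. Random parts of equal size of the distinct profiles were 0.137 apart on average, but 0.306 in CIA muscle and 0.219 in healthy lung, and repeated draws from the same sum 0.0862. The parts of CIA muscle and healthy lung were thinned to 167095 and 234650 units, and those of the other groups to 423083. Their larger distances were therefore not measured at the same total. The repeated draws held 211541 units. Muscle and spleen ranked first and second of the 6 organs by Bray-Curtis distance, without haemoglobin and ribosomal protein genes, in 10 rounds of 40 barcodes, by root mean square log2 difference and over genes above 0 on both sides. The healthy muscle library had 69.3 UPM of skeletal muscle markers, against 4635 in the CIA one. It was nearer to the CIA spleen (0.267) than to the CIA muscle (0.459). The first rank of muscle may therefore not be a change of muscle with state. Lung and joint changed places over genes above 0 on both sides, at 0.242 and 0.251.

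**Figure D2:**
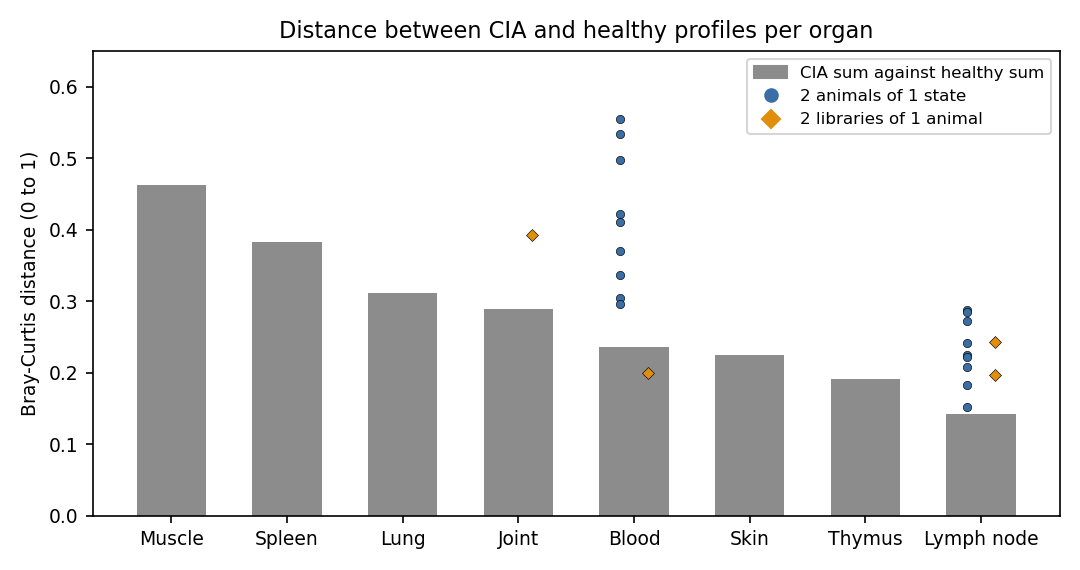
Bray-Curtis distance (0 to 1) between the summed CIA and healthy profiles of each organ (bars), with pairs of mice of the same state (blue points) and pairs of libraries of the same mouse (orange diamonds). Bars of blood and lymph node are between sums over 4 and 3 mice and points between single mice or libraries, so the heights of bars and points are not alike. Points of blood pairs with H3 or S6 also rest on fewer units than the bars. The bar of muscle is at 0.462 and that of lymph node at 0.143. The healthy muscle library had few skeletal muscle markers, so the bar of muscle may not show a change with state.

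In each of the 6 organs with 1 mouse per state, all 6 genes that the size rule named were listed at 0 on 1 side, so no ratio is given. Higher in the CIA joint were Spp1 (Entrez 20750, chromosome 5, 104435111 to 104441053), Col2a1 and Msmp, with 13208, 9259 and 4637 units. Higher in the healthy joint were Col10a1, Alox15 and Entrez gene 102631758, with 316, 139 and 109 units. The joint libraries differed in the filter on rare genes. In lung the rule named Ly6c2, Rpl21-ps1 and F13a1 in CIA, with 721, 602 and 367 units, and Entrez gene 100502751, Scgb3a2 and Sftpa1 in healthy, with 672, 308 and 294. In muscle it named Ccl12, Ccl8 and Ttn in CIA, with 347, 257 and 246 units, and Fcnb, Chil3 and Cd24a in healthy, with 1494, 1416 and 1371. In skin it named Dqx1, Mfap4 and Tctn1 in CIA, with 419, 295 and 209 units, and Selp, Atpaf2 and Gsta4 in healthy, with 425, 196 and 175. In spleen it named Retnlg, Hbb-bh1 and Slc4a1 in CIA, with 2631, 2455 and 2037 units, and Igkv14-126, Gm14877 and Gm13495 in healthy, with 1191, 711 and 507. Each of these 3 healthy spleen genes was above 0 in 15 of 167 barcodes. In thymus it named Camp, Gm12011 and Pafah1b1-ps2 in CIA, with 473, 291 and 254 units, and Slc24a5, Trbv1 and Akap12 in healthy, with 824, 543 and 513. The pseudogenes, haemoglobin genes and immunoglobulin segments among these can share reads with near-identical copies and are uncertain. When the rule was applied only to genes above 0 on both sides, it named 0 of the same 6 genes in every organ.

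The regulators in these organs were given as UPM. Apoe stood at 99.0 in healthy and 1844 in CIA muscle, at 354 and 32.2 in lung, 2169.7 and 1555 in skin, 41.3 and 47.0 in spleen, and 12.8 and 20.4 in thymus. Ltf stood at 38.7 in healthy and 629 in CIA spleen, and at 1129.5 and 281 in muscle, and was listed at 0 on both sides in lung, skin and thymus. In joint, the healthy library and the CIA libraries of the suffixes 2CIA and CIA stood at 442, 379 and 149 for Apoe, and at 883, 1175 and 837 for Ltf, whose direction thus differed between the 2 CIA libraries. Il1b, Tnf and Tgfb1 stood at 31.5, 46.3 and 72.2 in the healthy joint and at 74.7, 33.0 and 47.7 in the CIA library of the suffix 2CIA, and all 3 were listed at 0 in that of the suffix CIA. Dsc3 was listed at 0 in the healthy joint and in the CIA library of the suffix CIA, and was at 14.3 in that of 2CIA. The healthy and CIA values of Il1b were 16.8 and 144 in lung and 63.7 and 39.5 in spleen. It was at 6.02 in healthy skin, and listed at 0 in CIA skin and on both sides in muscle and thymus. Tgfb1 was lower in CIA in joint, lung, muscle and thymus and higher in skin and spleen. In the CIA muscle library Tgfb1 rested on 8 units in 8 barcodes, near the lowest listed sum of 7 there. The healthy muscle library had 69.3 UPM of skeletal muscle markers and 106605 of neutrophil markers. The muscle values of the regulators may therefore not show a change with state. Dsc3 stood at 113 and 66.2 in skin and was listed at 0 on both sides in lung, muscle, spleen and thymus. Tnf stood at 95.7 and 73.3 in muscle, 79.2 and 103 in spleen, and 24.0 and 30.1 in thymus. It was listed at 0 in healthy lung and skin, and was at 124 in CIA lung and 15.5 in CIA skin.

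Ifi27l2a was followed in all libraries after its values in blood and lymph node had been seen. Without further scaling, it stood at 59.8 to 277 UPM in the healthy and 1539 to 2047 in the CIA blood libraries, and at 133 to 336 and 929 to 1485 in lymph node. It was at 111 in the healthy joint and at 999 and 741 in the 2 libraries of the CIA joint. The healthy and CIA values were 140 and 2320 in lung, 79.8 and 1262 in muscle, 18.1 and 146 in skin, and 122 and 1685 in spleen. In thymus they were 71.0 and 59.7.

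**Figure D3:**
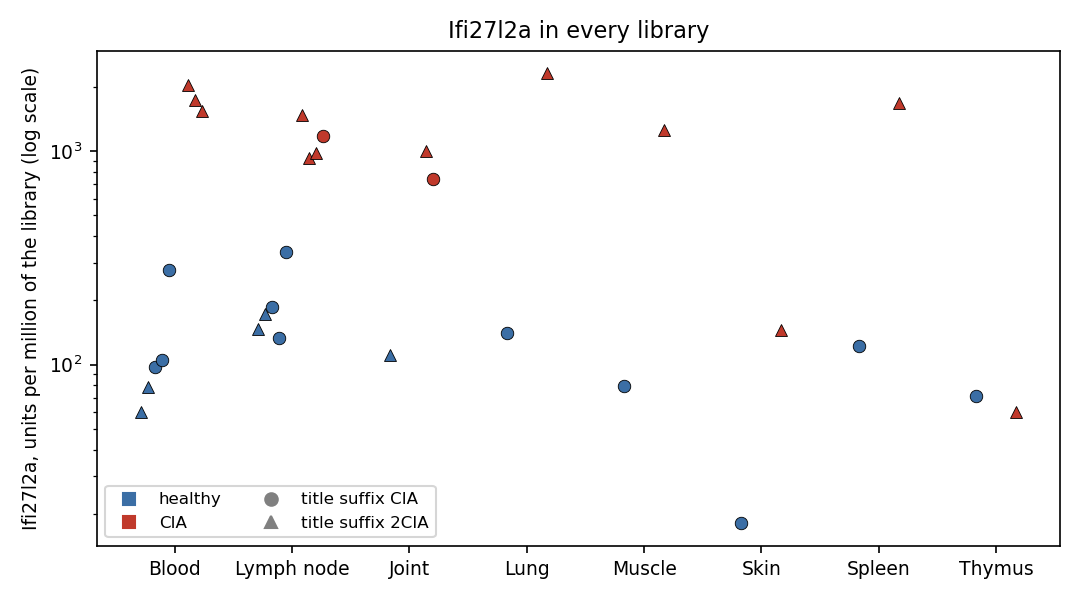
Ifi27l2a in each of the 30 libraries, in UPM of the library on a log axis, by organ; blue is healthy, red is CIA, circles carry the title suffix CIA and triangles 2CIA. CIA libraries lie above the healthy ones in every organ except thymus, where they stand at 59.7 and 71.0.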

Values the study reported

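The study worked with 6 mice with arthritis, 3 of them mild and 3 severe, and 4 healthy mice, and it began with 10 organs. In its pilot comparison, muscle, joint, lung, skin and spleen had the most differentially expressed genes, counted on repeated draws of 40 cells per group. Liver and kidney were excluded for having 25 or fewer cells with 10,000 reads. For the later work on all mice, it kept 2,230 cells of joint, 814 of lung, 4,565 of muscle, 1,167 of skin and 3,320 of spleen.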

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

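The tests of Ltf in other healthy blood libraries, of B-like barcodes and neutrophil markers in the lymph node of H7, and of the title suffix were chosen only after the results were seen. In the groups of 4 healthy mice, 27 values were checked for a mouse far from the others, and 5 stood out. For 3 of them, the neutrophil-like share and Ltf of H4 and Il1b of H7, the other 3 mice were at 0, so any value above 0 would have stood out. Chance marks about 1 in 20 values, but that rate holds only where this is not so, as for the erythroid-like share of H7 and Apoe of H6. The groups of 3 CIA mice are too small for this check. The labels set these healthy mice apart only by the title suffix, treated as a library batch: H3 had libraries of the suffix 2CIA, H6 and H7 of the suffix CIA, and H4 of both. No biological explanation was tested for any of the 5.

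In blood, H4 had 1.11% neutrophil-like barcodes, and the other healthy mice had 0%. Ltf stood at 18.3 UPM in H4 and was listed at 0 in H3, H6 and H7. The filter on rare genes stays open for Ltf. Of the other healthy mice, H3 and H6 have blood libraries that keep rare genes, and both list Ltf at 0. That of H3 held only 27 barcodes and 217494 units, and its lowest sum of a listed gene was 9. It could hardly have listed Ltf at the level of the H4 library, 9.85 UPM or 40 units in 5 barcodes. The test thus rests on the library of H6 alone, for a gene near the floor. The title suffix stays open for Ltf too. Ltf was above 0 only in the library of H4 with the suffix CIA, and the 2 other healthy blood libraries of that suffix, of H6 and H7, listed it at 0. Most of the rarest genes were missing from that of H7, so its 0 may come from the filter. The smoothing may have spread a few cells over several barcodes: the 5 neutrophil-like barcodes of H4 held 2 distinct profiles, where 3 or fewer had been predicted for this explanation.

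In lymph node, H7 had 14.1% erythroid-like barcodes, against 2.25% in H4 and 0% in H3 and H6. Blood of the same mouse in the library was tested from the haemoglobin genes, which stood at 149001 UPM in this library and 190763 in the blood library of H7 and so read as a blood share of 78.1%. That blood library holds mononuclear cells after red cell lysis, so it does not stand for whole blood, and blood cannot be told apart from other sources. The T cell marker sum, 1865 UPM, was 1.26 times that of a mixture at this share, within the factor of 1.5 set beforehand, and below the 2566 to 3759 of the other healthy lymph node libraries. White blood cells stay open as well. The neutrophil marker sum was 3140 UPM, above the 0 to 1350.5 of the other libraries and 0.753 times the level that the share predicts. The B cell marker sum was 1944, above the 743 to 1228 of the others and 0.646 times the level predicted. The B-like share, 2.41% where 28.9% was predicted, was 0.0833 times the prediction, but it rests on how clusters were named. The title suffix stays open too, since another library of the suffix CIA, of H4, had 4.58%, though that of H6 had 0%, as had both of the suffix 2CIA. A change in the lymph node itself was not tested.

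Il1b in the lymph node of H7 stood at 42.9 UPM, and it was listed at 0 in H3, H4 and H6. Blood at the share read from haemoglobin genes would have brought 179 UPM before scaling, and 41.0 was observed, 0.229 times the prediction and outside the factor of 2 set beforehand. Blood cannot be told apart from other sources here, since a smaller share, or whole blood of another make-up than the library, would bring less Il1b. The title suffix is argued against as the whole cause, since the 2 other healthy lymph node libraries of the suffix CIA listed Il1b at 0.

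Apoe was listed at 0 in the lymph node of H6, against 62.1 to 73.2 UPM in the other healthy mice. The filter on rare genes is argued against, because at the level of the others Apoe would have been seen in 73.0 of 230 barcodes, 18.3 times the fewest barcodes of any gene the library lists. The title suffix is argued against as the whole cause, since Apoe was at 67.9 UPM or more in the other healthy libraries of the suffix CIA. No other explanation was tested.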

How the results depend on the processing

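Chosen only after the data were seen were the tests with other pseudocounts, without a mean-variance trend, with scaling to the total alone (genes), with genes above 0 in every library or on both sides, with other naming rules, the first clustering or no unnamed barcodes, with single joint libraries, and with the suffix 2CIA alone for regulators, B-like and T-like genes and the interaction; the counts over other splits of the mice were too. Of 661 alternative values over 94 results, 536 kept their direction and their side of the threshold, or stayed within the spread, and 125 did not. Of 415 for single genes, classes and ranks, 362 held, 33 lost their call, 5 gained one and 15 reversed. Except where stated, the cause was not tested.

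Blood gene calls by limma (3 genes) became 11 with median-of-ratios scaling, 16 with scaling to the total, 12 without a filter (10 higher, 2 lower), 18 with a pseudocount of 50 (17 higher, 1 lower), 23 with every library as its own sample (20 higher, 3 lower), 10 with the title suffix as a covariate, 6 with the same number of barcodes per mouse, 6 within the suffix 2CIA and 5 for genes above 0 in every library. All 3 genes were among the calls in these settings, except under the covariate, within 2CIA and for genes above 0 in every library, which shared 2. With a pseudocount of 1 and without a trend limma called 0, with 424 and 530 genes at an unadjusted p under 0.05. Leaving out a mouse gave 0 to 11 calls: 0 without H6 or S2 (271 and 1165 at an unadjusted p under 0.05), 2 without H3 or S7, 8 without H4, 10 without H7 and 11 without S6. Retnlg was not called without H3 (limma adjusted p 0.0815), nor without S7 (0.287), and Ifi27l2a not without S7 (0.0807). Over all alternatives the adjusted p of Ifi27l2a ran from 4.69e-07 to 0.544 and that of Retnlg from 2.95e-06 to 0.544.

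A block by mouse number gave 537 blood calls, 3 higher and 534 lower, with 1 of the 3 genes among them. The block pairs different mice by number, and their deviations correlated at 0.243 for number 6 and -0.141 for number 7, so the samples share only a number. For the interaction the mouse is a true pair, and that replicate block gave 1 call against 0.

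Chance cannot be excluded for the blood, lymph node and T-like counts by other splits of the mice into groups of the same sizes. As many blood genes came from 11 of 35 splits, the real one included, as many lymph node genes from 5 of 35, and as many T-like genes from 6 of 35. For B-like genes it was 4 of 10, where 10 splits cannot give a share under 0.1, and for the interaction, with 0 calls, all 35 by construction, so neither decides anything. The split that parts H4, H6 and H7, the mice with libraries of the suffix CIA in blood, from the others gave 10 blood genes, 6 in lymph node and 3 in T-like barcodes, more than the real split. The values within the suffix 2CIA are therefore the ones to set beside these counts. The split that parts H3, S6 and S7 gave 783 blood genes; these mice had the smallest blood sums.

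Lymph node calls (1 gene) became 9 without a filter, 3 within the suffix 2CIA and 0 by limma without a trend (222 at an unadjusted p under 0.05). Leaving out a mouse gave 0 (without S7; 162 at an unadjusted p under 0.05) to 7 (without H3). B-like calls became 0 without a trend (305) and 0 to 1 when a mouse was left out, with 0 without H3 (638). T-like calls became 2 without a filter, 2 within 2CIA and 0 without a trend (253), and 1 to 4 when a mouse was left out, with 4 without H3. The interaction gave 3 calls with a pseudocount of 50, and 0 to 0 when a mouse was left out.

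Regulator calls over the list alone (1) became 0 under median-of-ratios scaling, 0 under scaling to the total and 0 within 2CIA, and 0 to 2 when a mouse was left out: 0 without H3, H4, H6, H7 or S2 of blood and 2 without S2 of lymph node. Signs reversed for these, on the log2(value + 10) scale: Apoe in blood to 0.13 with scaling to the total and 1.35 within 2CIA (-1.15 to 0.99 when a mouse was left out; 0.26 without H6, 0.99 without S7), Tnf in blood to 0.83 within 2CIA, where both healthy mice were listed at 0, Tnf in lymph node to 0.42 within 2CIA (-0.91 to 0.31; 0.31 without S2), Apoe in lymph node to -0.38 within 2CIA (-0.53 to 0.56; -0.53 without H6, -0.27 without S1), Il1b in blood (-0.22 without S2, to 1.76 without S6) and Ltf in blood (-0.40, without S2, the only CIA mouse above 0, to 2.93).

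Naming each barcode by its own markers turned the B-like blood difference to 3.68 points. In lymph node the B-like difference became -12.6 at resolution 0.5, the T-like one 1.72 by fold without a cap, and 2 classes passed without unnamed barcodes. Single-organ shares moved as follows, in points. Joint fibroblast-like was -38.0 without unnamed barcodes. Muscle fibroblast-like was 52.2 at resolution 0.5, 21.3 by own markers and 97.8 without unnamed barcodes. Skin keratinocyte-like was -0.354 under the first clustering. Spleen B-like was -8.38 at resolution 0.5, -24.6 at resolution 2, -5.66 by own markers, -41.8 with unnamed clusters given to their best class, 26.5 under the first clustering and -90.4 without unnamed barcodes. Thymocyte-like was 0.905 at resolution 0.5, -9.62 by own markers, -3.19 by fold without a cap, -29.8 by z-score, -13.7 under the first clustering and -4.83 without unnamed barcodes. Leaving out unnamed barcodes raises shares by construction. The naming rule itself was settled after tables of clusters had been seen.

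The blood profile difference was 0.0588 without haemoglobin and ribosomal protein genes, and -0.0154 (without H7) to 0.0546 when a mouse was left out. The lymph node one was 0.00756 within 2CIA and -0.0246 to 0.00708 when a mouse was left out, above 0 without H3 (0.00708), H4 (0.00554) or H6 (0.000826). The size rule for genes above 0 on both sides shared 0 of 6 genes in joint, lung, muscle, skin, spleen and thymus, by construction, since every gene first named was listed at 0 on 1 side. Within the most frequent shared class it shared 3 in skin, 0 in spleen and 3 in thymus.

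Not run were a count model, which the smoothed signal does not allow, the study's stated minima and upper limit on transcripts, a doublet caller, mitochondrial genes (0 in the table), and blood B-like and T-like gene tests (no CIA mouse had 10 such barcodes). No value came from z-score naming for joint and muscle fibroblast-like and for B-like barcodes of blood, lymph node and spleen, from uncapped folds for B-like barcodes of lymph node and spleen and T-like of blood, or from class shares of lung. Reweighting by class was not possible for lung and muscle. Smoothing hides the depth of single cells, and blood sums ran from 217494 to 6756698 units.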

Other observations

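For Ifi27l2a, the tests of title suffix, of lymph node classes, of the filter, of Ifi27 and of the interferon list were chosen only after the result was seen, and so were those of swap, blood and filter in the muscle library. Ifi27l2a was higher in CIA than in healthy libraries of blood and lymph node. The library batch is argued against as the whole cause, since within a title suffix the lowest CIA library was at least 3.49 times the highest healthy one, though blood had no CIA library of the suffix CIA. A shift between B-like and T-like barcodes of the lymph node is argued against as the cause. Within each of these classes the lowest CIA mouse was at least 4.91 times the highest healthy one. Each barcode is a sum over its neighbours, so signal of other cells within a class cannot be excluded. The B-like barcodes of H4 held only 5 distinct profiles. A few profiles spread by the smoothing are argued against in lymph node, where at least 98.1% of the distinct profiles of each CIA library listed Ifi27l2a above 0. In blood it was at least 97.0%, but the libraries of S6 and S7 held only 22 and 33 distinct profiles. Each profile is a sum over several barcodes, so this test cannot decide for blood. The filter on rare genes is argued against, as all 10 healthy libraries of both organs listed it above 0. A fixed part of the reads of Ifi27, which it overlaps, is argued against, since the mean of Ifi27 in CIA over that in healthy was at most 1.26 (lymph node; 0.816 in blood), against 5.87 and 14.4 for Ifi27l2a.

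Composition of blood stays open, since no named class had 10 barcodes in both a healthy and a CIA blood library. Unnamed blood barcodes stood at 7.38 to 199 UPM in healthy and 463 to 1116 in CIA libraries, but mix classes. Across organs the ratio of the lowest CIA to the highest healthy library was 11.2 for monocyte-like, 5.66 for keratinocyte-like, 4.15 for neutrophil-like, 3.74 for B-like, 2.63 for fibroblast-like, 1.07 for T-like, 1.04 for erythroid-like, 0.932 for thymocyte-like and 0.195 for unnamed barcodes. The healthy neutrophil-like barcodes came from joint and muscle, and the lowest CIA library for T-like, thymocyte-like and unnamed barcodes was thymus, where the gene was not higher in CIA. Reads shared with the paralog Ifi27l2b, or reads of Ifi27 given over whole, stay open too and cannot be told apart from the gene's own, as Ifi27l2b reached 62.1 UPM at most and was listed at 0 in all healthy libraries of both organs. A wider interferon response may be involved. Of 35 listed interferon genes, written down after Ifi27l2a and some members had been seen, 17 were above the filter in blood and 14 in lymph node. Their mean log2 difference was 0.63 in blood (11 of 17 higher; two-sided exact permutation p 0.486; median of all genes -0.63) and 1.07 in lymph node (13 of 14 higher; exact permutation p 0.0571). Under median-of-ratios scaling it was 0.96 in blood (11 of 15 higher; exact permutation p 0.257) and 1.03 in lymph node, and under scaling to the total 1.16 in blood (12 of 14 higher; exact permutation p 0.0857) and 1.05 in lymph node, both lymph node values again with p 0.0571. None passed, and the arthritis itself, treatment with adjuvant and infection were not separated.

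The healthy muscle library had 69.3 UPM of skeletal muscle markers, against 4635 in the CIA one, and 106605 UPM of neutrophil markers, against 18687. Its nearest library was that of the CIA spleen, at 0.267, and the CIA muscle was 0.459 away. A swap with the CIA spleen is argued against, since that library had 51.1 UPM of skeletal muscle markers. The filter on rare genes is argued against, since it can act only through genes listed at 0, and over the markers above 0 in both muscle libraries the skeletal muscle sum was 52.7 times higher in CIA (3 markers), and the neutrophil and B cell sums 5.70 and 11.2 times higher in healthy (9 and 3 markers). Blood cells stay open: the ratio of neutrophil to erythroid markers was 3.81, and at most 0.0463 in healthy blood libraries, but these hold mononuclear cells, which a density gradient parts from neutrophils. Bone marrow cells could be present: precursor genes of B cells stood at 30.3 UPM, no higher than the 72.8 in the blood of H7, which is what had been written for marrow not being the cause, but these genes lie near the floor and are also found in mature B cells, so the test decides nothing. State, mouse and batch are confounded in muscle, and a wrong label with a sample outside this series was not tested.

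The libraries held 193 healthy and 676 CIA barcodes in joint, 70 and 182 in lung, 421 and 54 in muscle, 158 and 150 in skin, and 167 and 532 in spleen. These are fewer than the cells quoted from the study above, which came from more mice.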
